A study of Homo sapiens with 30 samples.

How the data were processed

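RNA was measured in 30 libraries of hCMEC/D3 cells, 10 groups of 3. Per the labels' protocols, RNA was taken with QIAshredder and RNeasy columns, and libraries were made from 1 ng of total RNA with the NEBNext Ultra RNA kit. The authors deposited one table of raw read counts per Ensembl gene, and its unit is the count, with no normalization. The aligner, the counting program, the genome build, the annotation and whether counting used the strand are not stated in the labels. All 30 libraries carry the same batch number in the labels (1 batch).

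The table held 63147 lines. There were 4 lines without a gene ID, 2 of which hold counts (0.00079% to 0.0016% of a library). There were 3 gene IDs that occurred more than once with identical counts, and each was kept once. The records of 2 genes, TTN and ANK2, look broken over lines. The line with the gene ID holds no counts, and the 4 lines without an ID follow it with exon coordinates, those with exon ends also holding counts. These counts, which look like those of TTN and ANK2, were not assigned to them, so both genes were left out. This left 63138 genes, 41189 of them with a symbol, and 236 symbols belong to more than 1 gene ID. Of the 63140 gene IDs, 58126 were found in GENCODE 29. Positions given for genes are those of GENCODE 29 on GRCh38. All 44 exon starts of TTN found in the table and 45 of the 46 ends match that annotation, against 11 of 17 and 17 of 30 for ANK2, so the release behind the counts was not settled. Library totals ran from 16643961 to 22112326 counts. Counting error is covered by the floor of 3 counts that a count of 0 allows, and duplicate reads cannot be told from independent molecules, since no molecular identifiers are described.

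Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes with too few counts were removed with filterByExpr at its default settings, and libraries were scaled by the trimmed mean of M-values. Differences were tested with edgeR's quasi-likelihood test with robust dispersion estimates, two-sided, with Benjamini-Hochberg adjustment over the genes of each comparison and a threshold of 0.05. The 4 stimuli and IL1b against TNF were tested in a fit of the 15 direct libraries (15908 genes). The same comparisons among vesicle groups were tested in a fit of the 15 vesicle libraries (15918 genes). EV-Control against Control and the 4 interactions, each the vesicle response minus the direct response, were tested in a fit of all 30 libraries (16691 genes). CPM are counts scaled by library total and these factors. Principal components were taken from log2 CPM with a prior count of 2. The chi-square per gene of replicate pairs used genes with a summed count of at least 20.

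Gene lists were written from general knowledge before the data were examined, together with the comparisons, the groups, the naming rule and the other settings to be tried. They were endothelial activation (32 genes), interferon response (31), barrier (30), vesicle biogenesis (32), cAMP response (21), proliferation (30) and receptors of the stimuli (16). The first 6 were tested as sets with camera of limma 3.58.1 on log2 CPM, with a correlation between genes of 0.01 and Benjamini-Hochberg adjustment over the 48 tests. The receptors were read gene by gene.

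Genes were named by a rule. In each comparison of a stimulus with its control, up to 5 genes with the largest rise and up to 5 with the largest fall were taken among those with a symbol, an adjusted p under 0.05, a mean of at least 5 CPM in the higher group and no overlap between the libraries of the groups. In the comparisons between cytokines, of EV-Control with Control and in the interactions up to 3 in each direction were taken, and for the interactions the overlap condition was dropped. The activation and barrier genes ICAM1, VCAM1, SELE, CCL2, CXCL8, IL6, NFKBIA, CLDN5, OCLN, TJP1, CDH5, PECAM1 and ABCB1 and the 16 receptor genes were to be named whether or not they changed. Results for 2 genes that this rule selects are not reported here.

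The edgeR step was tested on simulated data with 200 changed genes among 15358. It found 193 of them (96.5%), made 16 false calls and 1 call in a comparison without changes, and the median error of its log2 fold changes was 0.068. With simulated counts camera gave a p of 2.51e-59 for a raised list of 30 genes, and 7 of 200 unchanged lists had a p under 0.05. The simulated genes varied independently and the unchanged lists were drawn at random. This check therefore does not show how often camera calls lists whose genes vary together.

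Other settings tried were relative log expression factors, no low-count filter, a filter at a mean of 50 counts, DESeq2 1.42.0, a log2 fold change over 1 beside the adjusted p, replicate number as a term, fits of only the groups compared or of all 30 libraries, leaving out each library, fry and an estimated correlation for the sets, and Pearson's coefficient, the stricter filter and only changed genes for the correlations. Scaling by total counts and a correction for GC content (lowess, span 0.3) were chosen after seeing the data. Shared controls were allowed for by 20 simulated data sets with unchanged groups and 20 with unrelated changes. Tables were prepared with Python 3.11.15 and pandas 2.3.3, and plots with matplotlib 3.10.9. Raw reads were not used here.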

Results

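Gene expression was measured by RNA sequencing in hCMEC/D3 cells, an immortalised line of human brain microvascular endothelial cells that is used as a culture model of the blood-brain barrier. The table of counts held 30 libraries in 10 groups of 3. In 5 groups, here called the direct groups, the cells themselves were stimulated for 12 h. They received serum-free medium alone (Control), tumour necrosis factor at 25 ng/mL (TNF), interleukin 1 beta at 10 ng/mL (IL1b), the complement fragment C5a at 50 ng/mL (C5a) or epinephrine at 200 nM (Epinephrine). In the other 5 groups, here called the vesicle groups, cells received extracellular vesicles enriched from the supernatants of cells stimulated in the same ways (EV-Control, EV-TNF, EV-IL1b, EV-C5a and EV-Epinephrine). The labels do not say how many vesicles were given, whether cells of the direct and vesicle groups were cultured and treated together, or whether a vesicle library goes with a particular donor culture. All values below with ± are mean and SD over n = 3 libraries.

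Between 16643961 and 22112326 counts were assigned to genes per library, and 14340 to 15196 genes had at least 10 counts. At this depth a count of 0 allows up to 3 counts in a library. No 2 replicates of a group were alike within sampling noise, since the chi-square per gene of the 30 replicate pairs ran from 2.04 to 12.94. The biological coefficient of variation was 0.0553 in the direct groups and 0.05 in the vesicle groups. In a principal component analysis of log2 CPM, the first component held 30.6% of the variance. It placed the TNF libraries at 78.8 to 80 and the IL1b libraries at 34.1 to 36.8, with all other libraries below 0. The third component held 6.92% and set EV-TNF, EV-IL1b and EV-Epinephrine (13.7 to 21.5) apart from EV-Control and EV-C5a (-19.9 to -10.3).

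**Figure D1:**
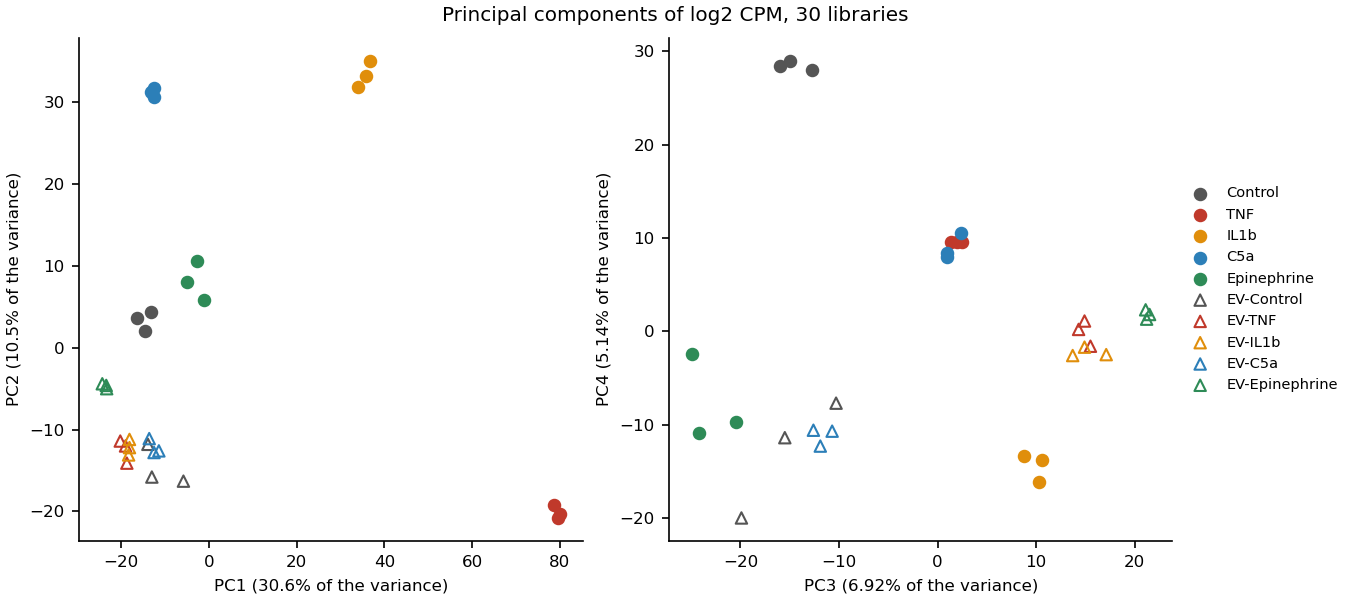
Scores of the 30 libraries on principal components 1 to 4 of log2 CPM, 1 point per library, filled circles for the direct groups and open triangles for the vesicle groups, with the share of the variance on each axis. TNF (78.8 to 80) and IL1b (34.1 to 36.8) lie apart from all other libraries on the first component, and EV-TNF, EV-IL1b and EV-Epinephrine lie apart from EV-Control and EV-C5a on the third.

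The comparison of TNF with Control asked which genes a direct exposure to the cytokine changed. Of 15908 genes tested, 8388 had an adjusted p under 0.05, 4369 higher and 4019 lower in TNF cells. Of these, 2037 changed by more than 1 on the log2 scale. For 9468 genes the 3 TNF libraries lay all on one side of the 3 Control libraries, which chance gives for 10% of genes. The split into higher and lower genes rested on the scaling. The TNF libraries had scaling factors of 0.842 to 0.861, and dividing by total counts in place of these factors lowered the median of all genes to -0.287. That scaling gave 2283 higher and 7783 lower genes (22.7% higher, against 52.1% with the factors). Changes are given relative to the trimmed mean of M-values scaling, whose median over all genes was -0.022.

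The largest rises were those of CXCL10 (ENSG00000169245, chromosome 4, 76021117 to 76023497), TNFAIP6 (ENSG00000123610, chromosome 2, 151357592 to 151380048), MRGPRX3 (ENSG00000179826, chromosome 11, 18120955 to 18138480), VCAM1 (ENSG00000162692, chromosome 1, 100719742 to 100739045) and TRPA1 (ENSG00000104321, chromosome 8, 72019917 to 72075617). Mean CPM changed from Control to TNF cells as follows: CXCL10 from 0.601 ± 0.26 to 299 ± 13.6, TNFAIP6 from 0.106 ± 0.183 to 42.4 ± 3.29, MRGPRX3 from 0.0551 ± 0.0562 to 10.8 ± 1.04, VCAM1 from 7.55 ± 1.36 to 1170 ± 60.3 and TRPA1 from 0.0352 ± 0.061 to 6.27 ± 0.581. The log2 fold change was 8.96 (SE 0.23) for CXCL10, 8.53 (SE 0.33) for TNFAIP6 and 7.28 (SE 0.27) for VCAM1. The size of the TNFAIP6 fold is uncertain, since its Control libraries averaged only 0.106 ± 0.183 CPM. MRGPRX3 and TRPA1 had at most 3 counts in each Control library, so only a bound can be given, and they were at least 64.3-fold and at least 37.2-fold higher. The largest falls were those of CD248 (ENSG00000174807, chromosome 11, 66314487 to 66317044), FAIM2 (ENSG00000135472, chromosome 12, 49866896 to 49904217), ST3GAL5 (ENSG00000115525, chromosome 2, 85837120 to 85905199), RAB17 (ENSG00000124839, chromosome 2, 237574322 to 237601614) and AQP5 (ENSG00000161798, chromosome 12, 49961870 to 49965681), with log2 fold changes of -4.31 (SE 0.3) for CD248, -4.2 (SE 0.26) for FAIM2, -4.07 (SE 0.18) for ST3GAL5, -3.42 (SE 0.21) for RAB17 and -3.35 (SE 0.27) for AQP5. In CPM, the means changed as follows: CD248 from 6.31 ± 1.18 to 0.303 ± 0.153, FAIM2 from 8.04 ± 0.625 to 0.415 ± 0.256, ST3GAL5 from 23.2 ± 2.18 to 1.39 ± 0.459, RAB17 from 12.6 ± 0.331 to 1.14 ± 0.537 and AQP5 from 5.26 ± 0.528 to 0.507 ± 0.161. Adjusted p-values of the 10 genes ran from 1.25e-20 to 6.86e-10 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CXCL10, TRPA1, ST3GAL5, CD248, RAB17 and AQP5 each overlap a gene on the other strand, and whether the counting used strand is not stated.

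A set of 7 genes of endothelial activation and 6 of the barrier had been fixed for every comparison. ICAM1 (ENSG00000090339, chromosome 19, 10270835 to 10286615) stood at 141 ± 4.95 CPM in Control and 1320 ± 67.2 CPM in TNF cells, a log2 fold change of 3.23 (SE 0.13). The other activation genes rose too, with log2 fold changes of VCAM1 (7.28), SELE (5.83), CCL2 (5.53), CXCL8 (3.88), IL6 (3.08) and NFKBIA (1.37). Values of adjusted p for the 7 genes ran from 1.37e-12 to 7.49e-07 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among the barrier genes, CLDN5 (ENSG00000184113, chromosome 22, 19523024 to 19527545), which encodes claudin 5, fell from 47.6 ± 3.35 to 19.8 ± 1.48 CPM (-1.26, SE 0.09), and PECAM1 changed by -0.79. CDH5 (0.66), OCLN (0.47), TJP1 (0.41) and ABCB1 (0.33) were higher, and adjusted p-values of the 6 ran from 2.78e-16 to 0.000244 in that test. Under total-count scaling OCLN (0.19), TJP1 (0.13) and ABCB1 (0.05) no longer passed the threshold, with adjusted p-values of 0.105, 0.0745 and 0.342 in the same test.

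IL1b changed 7419 of the 15908 genes, 3824 higher and 3595 lower, and 1118 of them by more than 1 on the log2 scale. Under total-count scaling, which put the median of all genes at -0.094, the split was 2919 higher and 4637 lower (38.6% higher, against 51.5%). The libraries of the 2 groups did not overlap for 8959 genes (10% by chance). Besides TNFAIP6, the largest rises were those of CXCL6 (ENSG00000124875, chromosome 4, 73836497 to 73849064), CSF2 (ENSG00000164400, chromosome 5, 132073790 to 132076170), CSF3 (ENSG00000108342, chromosome 17, 40015361 to 40017813) and SAA2 (ENSG00000134339, chromosome 11, 18239223 to 18248643). From Control to IL1b cells, CPM rose for TNFAIP6 from 0.106 ± 0.183 to 46.3 ± 4.84, CXCL6 from 4.44 ± 0.283 to 396 ± 16.5, CSF2 from 0.484 ± 0.149 to 36.5 ± 1.81, CSF3 from 3.71 ± 0.572 to 200 ± 2.88 and SAA2 from 0.762 ± 0.433 to 32.3 ± 0.632. Log2 fold changes were 8.66 (SE 0.32) for TNFAIP6, 6.49 (SE 0.087) for CXCL6, 6.22 (SE 0.48) for CSF2, 5.76 (SE 0.11) for CSF3 and 5.41 (SE 0.2) for SAA2. For TNFAIP6 the size is uncertain, given its Control level of 0.106 ± 0.183 CPM. SAA2 shares sequence with its paralogs and with the readthrough gene SAA2-SAA4, so its counts are uncertain. The strongest decreases were those of NR4A1 (ENSG00000123358, chromosome 12, 52022832 to 52059507), NR4A2 (ENSG00000153234, chromosome 2, 156324432 to 156342348), NR4A3 (ENSG00000119508, chromosome 9, 99821855 to 99866891) and PDK4 (ENSG00000004799, chromosome 7, 95583499 to 95596491) and of ST3GAL5. They went, in CPM, for NR4A1 from 191 ± 8.45 to 17.5 ± 1.16, NR4A2 from 112 ± 7.02 to 11.1 ± 0.606, ST3GAL5 from 23.2 ± 2.18 to 2.54 ± 0.521, NR4A3 from 12.5 ± 0.0899 to 1.59 ± 0.502 and PDK4 from 75.8 ± 7.13 to 10.6 ± 1.72, with log2 fold changes of -3.44 (SE 0.093) for NR4A1, -3.32 (SE 0.15) for NR4A2, -3.18 (SE 0.16) for ST3GAL5, -2.96 (SE 0.23) for NR4A3 and -2.83 (SE 0.11) for PDK4. The adjusted p-values of the 10 ran from 4.27e-34 to 7.92e-07 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

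Of the 7 activation genes, 6 rose in IL1b cells, with log2 fold changes of ICAM1 (1.17), VCAM1 (4.04), SELE (4.18), CCL2 (3.61), CXCL8 (3.37) and IL6 (2.07) and adjusted p-values from 1.53e-10 to 1.42e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. VCAM1 reached 123 ± 6.75 CPM and ICAM1 315 ± 2.47 CPM. NFKBIA did not pass the threshold (-0.16, adjusted p 0.271 in that test). CLDN5 fell to 16.4 ± 1.52 CPM (-1.53), and PECAM1 (-0.52), CDH5 (-0.33) and ABCB1 (-0.2) were also lower, with adjusted p-values from 3.5e-16 to 0.00047 in that test. OCLN (0.14) and TJP1 (0.13) did not pass it, with adjusted p-values of 0.277 and 0.0938. In a fit of only the groups compared, NFKBIA (-0.17) and TJP1 (0.12) did pass, with adjusted p-values, and their ranges over all alternatives, of 0.00201 for NFKBIA (0.00201 to 0.579) and 0.00591 for TJP1 (0.00591 to 0.582) in the same test.

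Set directly against each other, the IL1b and TNF libraries differed in 6580 of 15908 genes, 3168 higher and 3412 lower in IL1b cells, 1124 of them by more than 1 on the log2 scale. Total-count scaling moved the median of all genes to 0.202 and the split to 6504 higher and 2041 lower (76.1% higher, against 48.1%). CSF3, CXCL12 (ENSG00000107562, chromosome 10, 44370165 to 44386493) and PODN (ENSG00000174348, chromosome 1, 53062052 to 53085502) were the genes most raised in IL1b relative to TNF cells, by 3.31 (SE 0.086) for CSF3, 2.59 (SE 0.06) for CXCL12 and 2.21 (SE 0.1) for PODN. In IL1b and TNF cells they stood at 200 ± 2.88 and 20.2 ± 3.56 CPM for CSF3, 112 ± 4.11 and 18.7 ± 0.876 CPM for CXCL12 and 31.2 ± 1.45 and 6.79 ± 1 CPM for PODN. CXCL10 and CXCL11 (ENSG00000169248, chromosome 4, 76033682 to 76041415) were lower, with log2 fold changes of -5.46 (SE 0.16) for CXCL10 and -4.98 (SE 0.12) for CXCL11, and stood at 6.73 ± 1.35 and 299 ± 13.6 CPM and 3.57 ± 1.11 and 113 ± 2.99 CPM. OR2I1P (ENSG00000237988, chromosome 6, 29550407 to 29557721) was at least 38.3-fold lower in IL1b cells, and its counts are uncertain because it overlaps UBD on the other strand. Adjusted p for the 6 genes ran from 5.23e-28 to 1.96e-11 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 7 activation genes were lower in IL1b than in TNF cells, from -0.51 for CXCL8 to -3.23 for VCAM1, with adjusted p-values from 1.42e-08 to 0.0344 in the same test. Of the barrier genes, PECAM1 was higher (0.27) and the rest lower, from -0.26 for CLDN5 to -0.99 for CDH5, with adjusted p-values from 2.63e-19 to 0.0297 in that test.

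C5a changed 3603 genes, 1883 higher and 1720 lower. Only 330 changed by more than 1 on the log2 scale, 87 higher and 243 lower. The libraries of the 2 groups did not overlap for 6427 genes (10% by chance). The largest falls were those of NR4A2, NR4A3, NR4A1, SIK1 (ENSG00000142178, chromosome 21, 43414483 to 43427189) and LIF (ENSG00000128342, chromosome 22, 30240447 to 30246851). They fell, in CPM, for NR4A2 from 112 ± 7.02 to 4.93 ± 0.596, NR4A3 from 12.5 ± 0.0899 to 1.01 ± 0.509, SIK1 from 144 ± 3.09 to 16 ± 1.3, LIF from 63.2 ± 6.15 to 7.88 ± 1.06 and NR4A1 from 191 ± 8.45 to 26.8 ± 2.6, with log2 fold changes of -4.49 (SE 0.17) for NR4A2, -3.6 (SE 0.25) for NR4A3, -3.16 (SE 0.076) for SIK1, -2.99 (SE 0.13) for LIF and -2.82 (SE 0.088) for NR4A1. The counts of SIK1 are uncertain because the genome holds a near-identical copy, which has no entry of its own among the symbols of the table. The strongest increases were those of SFRP1 (ENSG00000104332, chromosome 8, 41261958 to 41309497), THBS1-IT1 (ENSG00000276107, chromosome 15, 39586561 to 39587293), PARS2 (ENSG00000162396, chromosome 1, 54756898 to 54764514), MMRN1 (ENSG00000138722, chromosome 4, 89879532 to 89954629) and ZNF322 (ENSG00000181315, chromosome 6, 26634383 to 26659752), with log2 fold changes of 1.83 (SE 0.18) for SFRP1, 1.67 (SE 0.25) for THBS1-IT1, 1.56 (SE 0.21) for PARS2, 1.4 (SE 0.22) for MMRN1 and 1.3 (SE 0.16) for ZNF322. In CPM these were, for SFRP1 from 2.16 ± 0.209 to 7.63 ± 0.889, THBS1-IT1 from 1.71 ± 0.713 to 5.42 ± 0.872, PARS2 from 2.16 ± 0.612 to 6.35 ± 0.535, MMRN1 from 2.4 ± 0.356 to 6.29 ± 1.98 and ZNF322 from 4.38 ± 0.29 to 10.8 ± 1.9. THBS1-IT1 lies within THBS1 on the same strand, so its counts cannot be separated from those of that gene's unspliced transcripts. In this comparison adjusted p-values of the 10 ran from 1.36e-26 to 1.05e-05 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

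Activation genes were lower in C5a than in Control cells where they passed the threshold. NFKBIA went from 307 ± 26.2 to 80.6 ± 1.51 CPM (-1.92), CXCL8 from 114 ± 32.1 to 33.5 ± 0.886 CPM (-1.76), and IL6 and ICAM1 changed by -1.79 and -0.68. Their adjusted p-values ran from 4.63e-07 to 0.00303 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. VCAM1 (0.29), SELE (1.34) and CCL2 (-0.2) did not pass it, with adjusted p-values of 0.625, 0.225 and 0.373. Of the barrier genes, CLDN5 fell to 19.3 ± 0.467 CPM (-1.29), and PECAM1 (-0.41), CDH5 (-0.3) and ABCB1 (-0.26) were lower. Adjusted p-values ran from 1.39e-13 to 8.89e-05 in that test. TJP1 was higher by 0.17 at an adjusted p of 0.0434 in that test, a call that was lost in 4 of the 6 fits that each left out one library. Without Control 3 its adjusted p was 0.186. It was also lost with relative log expression factors, DESeq2 or GC correction, and over all alternatives its adjusted p ran from 0.000705 to 0.186. OCLN (0.1) did not pass the threshold.

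Epinephrine changed 4012 genes, 2141 higher and 1871 lower, 313 of them by more than 1 on the log2 scale. With total-count scaling there were 1992 higher and 2007 lower (49.8% higher, against 53.4%). The libraries of the 2 groups did not overlap for 5383 genes (10% by chance). The largest rises were those of CSF2, C11orf96 (ENSG00000187479, chromosome 11, 43942505 to 43944338), SLC7A11-AS1 (ENSG00000250033, chromosome 4, 138057464 to 138178177), IL1RL1 (ENSG00000115602, chromosome 2, 102311502 to 102352037) and CCL20 (ENSG00000115009, chromosome 2, 227805739 to 227817564). From Control to Epinephrine cells, CPM rose for CSF2 from 0.484 ± 0.149 to 5.14 ± 3.05, C11orf96 from 5.48 ± 0.357 to 42 ± 8.39, SLC7A11-AS1 from 0.744 ± 0.331 to 5.12 ± 2.33, IL1RL1 from 1.1 ± 0.0894 to 7.53 ± 0.97 and CCL20 from 1.6 ± 0.495 to 9.75 ± 0.474. Log2 fold changes were 3.42 (SE 0.63) for CSF2, 2.95 (SE 0.18) for C11orf96, 2.8 (SE 0.35) for SLC7A11-AS1, 2.77 (SE 0.21) for IL1RL1 and 2.62 (SE 0.19) for CCL20. SLC7A11-AS1 overlaps SLC7A11 on the other strand. Falling most were RAB17, VIPR1 (ENSG00000114812, chromosome 3, 42489299 to 42537573), ITGA11 (ENSG00000137809, chromosome 15, 68296533 to 68432162), NRROS (ENSG00000174004, chromosome 3, 196639686 to 196662004) and CRACDL (ENSG00000196872, chromosome 2, 98793846 to 98936259), with log2 fold changes of -1.79 (SE 0.14) for VIPR1, -1.67 (SE 0.17) for RAB17, -1.67 (SE 0.14) for ITGA11, -1.65 (SE 0.16) for NRROS and -1.57 (SE 0.22) for CRACDL. In CPM these were, for VIPR1 from 19.8 ± 1.37 to 5.68 ± 1.03, RAB17 from 12.6 ± 0.331 to 3.96 ± 0.546, ITGA11 from 22 ± 1.45 to 6.81 ± 1.72, NRROS from 12 ± 0.849 to 3.81 ± 0.178 and CRACDL from 7.74 ± 1.62 to 2.57 ± 0.543. NRROS overlaps PIGX on the same strand and IL1RL1 overlaps IL18R1 on the same strand. Adjusted p-values for the 10 ran from 5.01e-13 to 0.00205 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.

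In Epinephrine cells SELE (3.74), CXCL8 (1.71), IL6 (1.61), VCAM1 (1.38), NFKBIA (0.88) and CCL2 (0.67) were higher than in Control cells, with adjusted p-values from 2.1e-05 to 0.00759 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. ICAM1 did not pass the threshold (0.11, adjusted p 0.597 in the same test), and without Epinephrine 3 its log2 fold change was -0.10. The 3 Epinephrine libraries differed among themselves in these genes: VCAM1 stood at 11.2, 17.3 and 29.1 CPM. In a fit of only the groups compared the adjusted p, with its range over all alternatives, was 0.0582 for VCAM1 (1.15e-05 to 0.0582) in the same test. CLDN5 was 25.5 ± 3.28 CPM (-0.89), and CDH5 (-0.44), PECAM1 (-0.22) and ABCB1 (-0.21) were lower. Adjusted p-values ran from 5.59e-10 to 0.000695 in that test. OCLN (-0.08) and TJP1 (-0.02) did not pass the threshold. Their signs turned without single libraries, OCLN to 0.03 without Control 2 and TJP1 to 0.08 without Epinephrine 2.

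Receptors of the 4 stimuli were listed in every group. In Control cells the TNF receptors stood at 290 ± 9.03 CPM for TNFRSF1A and 76.2 ± 1.03 CPM for TNFRSF1B, and the interleukin 1 receptor and its partner at 20.1 ± 2.06 CPM for IL1R1 and 36.3 ± 3.45 CPM for IL1RAP. The C5a receptor genes stood at 4.74 ± 0.677 CPM for C5AR1 and 0.271 ± 0.108 CPM for C5AR2. The adrenergic receptor genes ADRA1B (22.3 ± 1.9 CPM) and ADRB1 (12.2 ± 1.27 CPM) had enough counts to be tested. ADRA1A and ADRB3 had a count of 0 in every library, and ADRA1D, ADRA2A, ADRA2B, ADRA2C and IL1R2 had group means of at most 0.262 CPM. C5AR2 and these 7 were not tested in the direct or the vesicle fit. Of the 16 receptor genes, 8 were tested, and 7 of them changed with TNF, 6 with IL1b, 4 with C5a and 6 with Epinephrine (adjusted over the list alone 8, 7, 4 and 6). ADRA1B was lower with each of the 4, from -0.41 with C5a to -1.21 with TNF, with adjusted p-values of 0.00373 and 2.52e-11 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. TNFRSF1B rose by 0.94 and IL1R1 by 0.92 with TNF, and C5AR1 changed by -1 with C5a. In the vesicle groups 2 of the 8 tested receptor genes changed with EV-TNF, 2 with EV-IL1b, 0 with EV-C5a and 4 with EV-Epinephrine (adjusted over the list alone 3, 2, 0 and 5). With EV-C5a 0 of them had an unadjusted p under 0.05 as well.

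EV-Control and Control cells differ in whether they received vesicles of unstimulated cells, and the labels give both the same batch number. They do not say that the cells were cultured and treated together, so this comparison can hold a difference in handling. In the fit of all 30 libraries, 3659 of 16691 genes differed, 2024 higher and 1635 lower in EV-Control cells, 372 of them by more than 1 on the log2 scale. Total-count scaling turned the split to 1612 higher and 2169 lower (42.6% higher, against 55.3%). The genes that rose most were CSF2, C11orf96 and GEM (ENSG00000164949, chromosome 8, 94249253 to 94262350), with log2 fold changes of 3.97 (SE 0.7) for CSF2, 3.78 (SE 0.24) for C11orf96 and 3.37 (SE 0.33) for GEM. In Control and EV-Control cells they stood at 0.484 ± 0.149 and 7.84 ± 6.05 CPM for CSF2, 5.48 ± 0.357 and 75.4 ± 18.8 CPM for C11orf96 and 2.54 ± 0.263 and 26.5 ± 9.14 CPM for GEM. The largest falls were those of VIPR1, CLDN5 and EIF4A1 (ENSG00000161960, chromosome 17, 7572706 to 7579005), with log2 fold changes of -2.15 (SE 0.14) for VIPR1, -1.66 (SE 0.09) for CLDN5 and -1.35 (SE 0.2) for EIF4A1. CLDN5 stood at 15.1 ± 0.914 CPM in EV-Control cells. The counts of EIF4A1 are uncertain, since it overlaps the readthrough gene SENP3-EIF4A1. Among the 6, adjusted p-values ran from 6.61e-23 to 0.000212 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. With only the groups compared in the fit, the adjusted p was 0.0504 for CSF2 (2.67e-10 to 0.0504), the range being that over all alternatives. All 7 activation genes were higher in EV-Control than in Control cells, from 0.46 for ICAM1 to 3.58 for SELE, with adjusted p-values from 5.84e-08 to 0.0211 in that test. PECAM1 (-0.88), CDH5 (-0.51) and ABCB1 (-0.32) were lower, and OCLN (0.22) and TJP1 (0.09) did not pass the threshold.

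**Figure D2:**
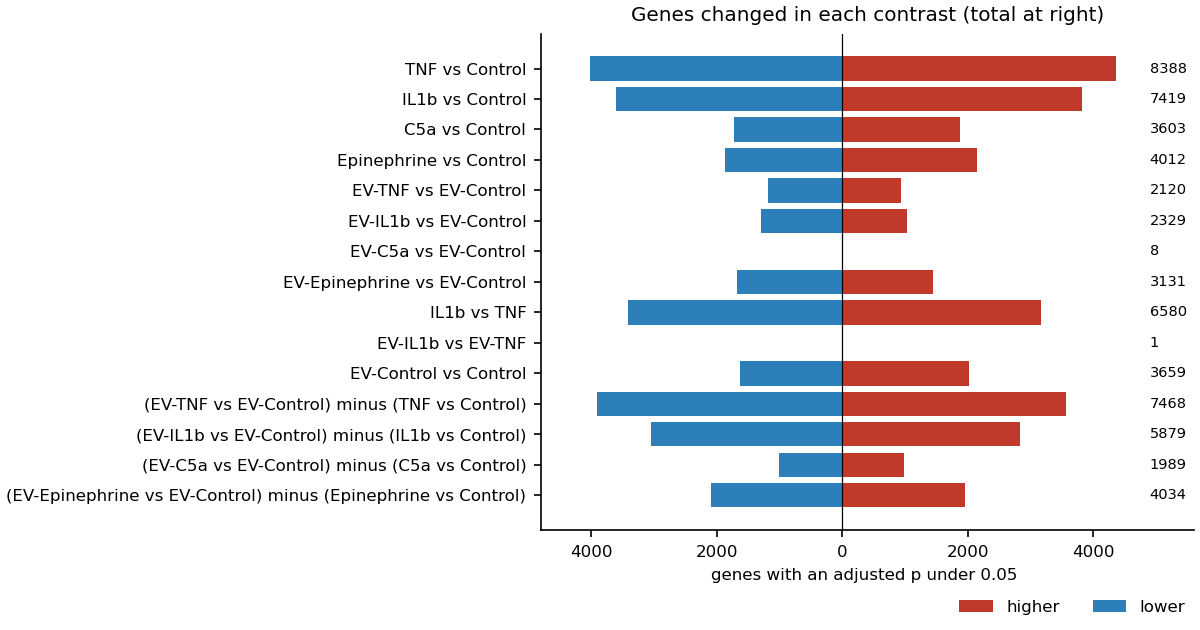
Number of genes with an adjusted p under 0.05 in each comparison, higher genes to the right and lower genes to the left of 0 on the horizontal axis, with the total at the right margin. The counts run from 1 (EV-IL1b against EV-TNF) and 8 (EV-C5a against EV-Control) to 8388 (TNF against Control).

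Vesicles of stimulated donor cells were compared with vesicles of unstimulated cells, to ask whether the stimulus given to the donor cells changed the response of the cells that received the vesicles. With EV-TNF, 2120 of 15918 genes differed from EV-Control, 939 higher and 1181 lower, 208 of them by more than 1 on the log2 scale. Total-count scaling turned the split to 1093 higher and 1009 lower (52% higher, against 44.3%). The libraries of the 2 groups did not overlap for 4320 genes (10% by chance). The largest rises were those of FAT1 (ENSG00000083857, chromosome 4, 186587783 to 186726722), DSP (ENSG00000096696, chromosome 6, 7541575 to 7586717), FOS (ENSG00000170345, chromosome 14, 75278774 to 75282230), EGR1 (ENSG00000120738, chromosome 5, 138465490 to 138469315) and SHROOM4 (ENSG00000158352, chromosome X, 50591647 to 50814302). From EV-Control to EV-TNF cells, CPM rose for FAT1 from 2.42 ± 0.898 to 14.7 ± 1.31, DSP from 7.15 ± 0.589 to 35.5 ± 1.49, FOS from 168 ± 165 to 694 ± 219, EGR1 from 187 ± 103 to 524 ± 55.3 and SHROOM4 from 2.51 ± 0.457 to 6.43 ± 0.69. Log2 fold changes were 2.58 (SE 0.16) for FAT1, 2.31 (SE 0.099) for DSP, 2.04 (SE 0.58) for FOS, 1.48 (SE 0.32) for EGR1 and 1.35 (SE 0.18) for SHROOM4. The greatest decreases were those of NR4A3, CSF2, GEM, C11orf96 and DLX2 (ENSG00000115844, chromosome 2, 172099439 to 172102900), with log2 fold changes of -4.28 (SE 0.59) for NR4A3, -2.83 (SE 0.65) for CSF2, -2.69 (SE 0.32) for GEM, -2.29 (SE 0.39) for DLX2 and -1.93 (SE 0.22) for C11orf96. In CPM these were, for NR4A3 from 82 ± 54.6 to 4.21 ± 0.198, CSF2 from 7.84 ± 6.05 to 1.09 ± 0.311, GEM from 26.5 ± 9.14 to 4.11 ± 0.481, DLX2 from 5.44 ± 1.64 to 1.11 ± 0.669 and C11orf96 from 75.4 ± 18.8 to 19.9 ± 4.7. Adjusted p-values among the 10 ran from 8.83e-26 to 0.043 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. CSF2, GEM and C11orf96 had risen most from Control to EV-Control, and with EV-TNF they stayed above Control. Their falls, here and below, thus start from a raised EV-Control. NR4A3 fell below Control. The EV-Control libraries were spread in FOS (44.2, 104 and 355 CPM) and NR4A3 (137, 80.7 and 28.1 CPM). FOS was lost in 5 of the 6 fits that left out one library, at an adjusted p of up to 0.141 (without EV-Control 2), and CSF2 in 2 of them, at up to 0.0693 (without EV-TNF 1), in the same test. When only the groups compared were fitted, 4 of the 10 genes did not pass, with adjusted p-values (and ranges over all alternatives) of 0.284 for FOS (0.000715 to 0.284), 0.178 for EGR1 (4.45e-05 to 0.178), 0.0586 for NR4A3 (8.11e-18 to 0.0586) and 0.138 for CSF2 (0.000148 to 0.138).

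None of the activation genes was higher with EV-TNF. NFKBIA (-1.04), ICAM1 (-0.81) and VCAM1 (-1.45) were lower than in EV-Control cells, with adjusted p-values of 5.7e-05 for NFKBIA, 0.00516 for ICAM1 and 0.0239 for VCAM1 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. VCAM1 was spread over the EV-Control libraries, at 43.5, 20.7 and 13.8 CPM, and its adjusted p passed 0.05 in 3 of the 6 fits that left out one library, reaching 0.0808 without EV-TNF 3. In a fit of only the groups compared neither ICAM1 nor VCAM1 passed, with adjusted p-values (and ranges over all alternatives) of 0.126 for ICAM1 (3.46e-06 to 0.126) and 0.221 for VCAM1 (0.000125 to 0.221). SELE (-2.53), CCL2 (-0.59), CXCL8 (-0.14) and IL6 (-0.2) did not pass the threshold, with adjusted p-values of 0.109 for SELE, 0.125 for CCL2, 0.679 for CXCL8 and 0.425 for IL6 in that test. Without EV-Control 3, SELE changed by -3.10 at an adjusted p of 1.36e-06 in that test. It passed in the fit of all 30 libraries too (0.0457, and 1.36e-06 to 0.387 over all alternatives). Among the barrier genes, PECAM1 (0.39) and CLDN5 (0.37) were higher and ABCB1 (-0.16) lower. Their adjusted p-values in that test were 7.82e-12, 0.00376 and 0.00229. OCLN (-0.17), TJP1 (0.00) and CDH5 (-0.02) did not pass the threshold.

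EV-IL1b changed 2329 genes, 1033 higher and 1296 lower, 219 of them by more than 1 on the log2 scale. With total counts as the scaling, 1186 were higher and 1087 lower (52.2% higher, against 44.4%). The libraries of the 2 groups did not overlap for 4540 genes (10% by chance). The greatest increases were those of FAT1, DSP, FOS, EGR1 and RIGI (ENSG00000107201, chromosome 9, 32455705 to 32526324), with log2 fold changes of 2.82 (SE 0.16) for FAT1, 2.23 (SE 0.1) for DSP, 2.22 (SE 0.58) for FOS, 1.36 (SE 0.32) for EGR1 and 1.29 (SE 0.19) for RIGI. FAT1 reached 17.4 ± 2.4 CPM and DSP 33.6 ± 2.9 CPM. Genes that fell most were NR4A3, CSF2, GEM, C11orf96 and RASD1 (ENSG00000108551, chromosome 17, 17494437 to 17496395), with log2 fold changes of -4.17 (SE 0.59) for NR4A3, -3.27 (SE 0.7) for CSF2, -2.69 (SE 0.32) for GEM, -2.01 (SE 0.22) for RASD1 and -2 (SE 0.22) for C11orf96. Here adjusted p-values of the 10 ran from 1.43e-24 to 0.0287 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. FOS was lost in 4 and EGR1 in 2 of the 6 fits that left out one library, at adjusted p-values of up to 0.102 and 0.0571 (both without EV-Control 2) in that test. Of the fixed genes, NFKBIA (-1.15), ICAM1 (-0.8), VCAM1 (-1.56), PECAM1 (0.41) and ABCB1 (-0.2) passed the threshold. Their adjusted p-values in that test were 2.37e-05, 0.00511, 0.0173, 1.8e-12 and 7.7e-05, in this order. VCAM1 reached 0.0696 without EV-IL1b 1. Fitted with only the groups compared, FOS, EGR1, NR4A3, CSF2, ICAM1 and VCAM1 did not pass, with adjusted p-values (and ranges over all alternatives) of 0.225 for FOS (0.000482 to 0.225), 0.198 for EGR1 (0.00022 to 0.198), 0.0588 for NR4A3 (6.7e-17 to 0.0588), 0.126 for CSF2 (9.2e-06 to 0.126), 0.125 for ICAM1 (3.61e-06 to 0.125) and 0.189 for VCAM1 (2.81e-05 to 0.189). CCL2 (-0.6, 0.114), SELE (-2.43, 0.119), CXCL8 (-0.14), IL6 (-0.16), CLDN5 (0.22), OCLN (-0.18), TJP1 (0.01) and CDH5 (-0.03) did not. Without EV-Control 3 the adjusted p was 0.0477 for CCL2 (-0.76) and 2.65e-06 for SELE (-3) in that test. CCL2 also passed with DESeq2 and in the fit of all 30 libraries, and over all alternatives its adjusted p ran from 0.0444 to 0.393.

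Against each other, EV-IL1b and EV-TNF differed in 1 of 15918 genes at an adjusted p under 0.05, and in 978 at an unadjusted p under 0.05. That gene was HSPA5 (ENSG00000044574, chromosome 9, 125234853 to 125241330), at 896 ± 15.4 CPM with EV-TNF and 1000 ± 47 CPM with EV-IL1b. Its log2 fold change was 0.16 (SE 0.03, adjusted p 0.0292 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and its call was lost in 3 of the 6 fits that left out one library, at an adjusted p of up to 0.3 (without EV-IL1b 1). It was lost with DESeq2 and in the fit of all 30 libraries as well, and over all alternatives its adjusted p ran from 0.0115 to 0.386. The count ran from 0 (without EV-TNF 1) to 3 (without EV-IL1b 1) when one library was left out. None of the 13 fixed genes differed, with log2 fold changes from -0.15 to 0.1.

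EV-C5a differed from EV-Control in 8 genes at an adjusted p under 0.05, 2 higher and 6 lower, 0 of them by more than 1 on the log2 scale. At an unadjusted p under 0.05 there were 1202 genes, and the libraries of the 2 groups did not overlap for 1742 (10% by chance). EIF4A1 and XIST (ENSG00000229807, chromosome X, 73820651 to 73852723) were higher, by 0.83 (SE 0.11) for EIF4A1 and 0.3 (SE 0.05) for XIST. Among the largest falls were those of AREG (ENSG00000109321, chromosome 4, 74445134 to 74455009), SOX17 (ENSG00000164736, chromosome 8, 54457935 to 54460888), FAM43A (ENSG00000185112, chromosome 3, 194686544 to 194689037) and TBC1D16 (ENSG00000167291, chromosome 17, 79932343 to 80035848), with log2 fold changes of -0.58 (SE 0.11) for AREG, -0.43 (SE 0.083) for SOX17, -0.29 (SE 0.062) for FAM43A and -0.25 (SE 0.052) for TBC1D16. Among these 6 genes, adjusted p-values ran from 3.08e-05 to 0.0467 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. EIF4A1 overlaps SENP3-EIF4A1 and XIST overlaps TSIX on the other strand, so their counts are uncertain. The count depended on single libraries. It was 2 without EV-Control 2 or without EV-C5a 2, 3 without EV-C5a 3, and 175 without EV-Control 3. All of these genes but EIF4A1 lost their call when some single library was left out. AREG reached 0.294, SOX17 0.312, FAM43A 0.381 and TBC1D16 0.365 without EV-C5a 3, and XIST 0.0555 without EV-C5a 2, as adjusted p-values in that test. In the fit of all 30 libraries EIF4A1 (0.302), XIST (0.883), FAM43A (0.132) and TBC1D16 (0.162) did not pass, so none of the 6 held throughout. In a fit of only the groups compared AREG (0.321), SOX17 (0.073), FAM43A (0.363) and TBC1D16 (0.321) did not. Over all alternatives the adjusted p ran from 8.9e-07 to 0.302 for EIF4A1, 0.000846 to 0.883 for XIST, 0.00011 to 0.321 for AREG, 1.86e-05 to 0.312 for SOX17, 0.00268 to 0.432 for FAM43A and 0.00018 to 0.365 for TBC1D16. None of the 13 fixed genes passed the threshold, with log2 fold changes from -2.15 for SELE to 0.12 for NFKBIA.

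EV-Epinephrine changed 3131 genes, 1452 higher and 1679 lower, 368 of them by more than 1 on the log2 scale. Total-count scaling gave 1975 higher and 1305 lower (60.2% higher, against 46.4%). The libraries of the 2 groups did not overlap for 5426 genes (10% by chance). The largest rises were those of FAT1, DSP, PITX1 (ENSG00000069011, chromosome 5, 135027735 to 135034813), PTPRS (ENSG00000105426, chromosome 19, 5158495 to 5340803) and LZTS1 (ENSG00000061337, chromosome 8, 20246165 to 20303963). From EV-Control to EV-Epinephrine cells, CPM rose for FAT1 from 2.42 ± 0.898 to 16.4 ± 0.77, DSP from 7.15 ± 0.589 to 32.4 ± 3.28, PITX1 from 1.67 ± 0.463 to 5.55 ± 0.69, PTPRS from 1.61 ± 0.509 to 5.04 ± 0.951 and LZTS1 from 2.74 ± 0.206 to 7.76 ± 0.0616. Log2 fold changes were 2.75 (SE 0.16) for FAT1, 2.18 (SE 0.1) for DSP, 1.73 (SE 0.22) for PITX1, 1.63 (SE 0.24) for PTPRS and 1.5 (SE 0.18) for LZTS1. Largest in decrease were NR4A3, C11orf96, CCL20, CSF2 and TNFAIP3 (ENSG00000118503, chromosome 6, 137867188 to 137883312), with log2 fold changes of -5.35 (SE 0.68) for NR4A3, -3.48 (SE 0.26) for C11orf96, -3.09 (SE 0.38) for CCL20, -3.05 (SE 0.25) for TNFAIP3 and -3.04 (SE 0.68) for CSF2. In CPM these were, for NR4A3 from 82 ± 54.6 to 1.98 ± 0.538, C11orf96 from 75.4 ± 18.8 to 6.76 ± 0.564, CCL20 from 9.07 ± 3.65 to 1.06 ± 0.223, TNFAIP3 from 324 ± 110 to 38.9 ± 2.36 and CSF2 from 7.84 ± 6.05 to 0.933 ± 0.339. Among the 10, adjusted p-values ran from 1.12e-24 to 0.00897 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. All 7 activation genes were lower with EV-Epinephrine, from -1.13 for ICAM1 to -3.7 for SELE, with adjusted p-values from 2.45e-07 to 0.0336 in that test. SELE, which stood at 0.167 ± 0.0565 CPM, was lost in 3 of the 6 fits that left out one library, at an adjusted p of 0.106 without EV-Epinephrine 1. When fitted with only the groups compared, 3 named genes did not pass, with adjusted p-values (and ranges over all alternatives) of 0.094 for CSF2 (2.58e-05 to 0.094), 0.136 for VCAM1 (8.14e-06 to 0.136) and 0.0631 for CCL2 (1.66e-16 to 0.0631). PECAM1 was higher (0.23), and CLDN5 (0.22), OCLN (-0.04), TJP1 (0.02), CDH5 (0.00) and ABCB1 (-0.07) did not pass the threshold.

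**Figure D3:**
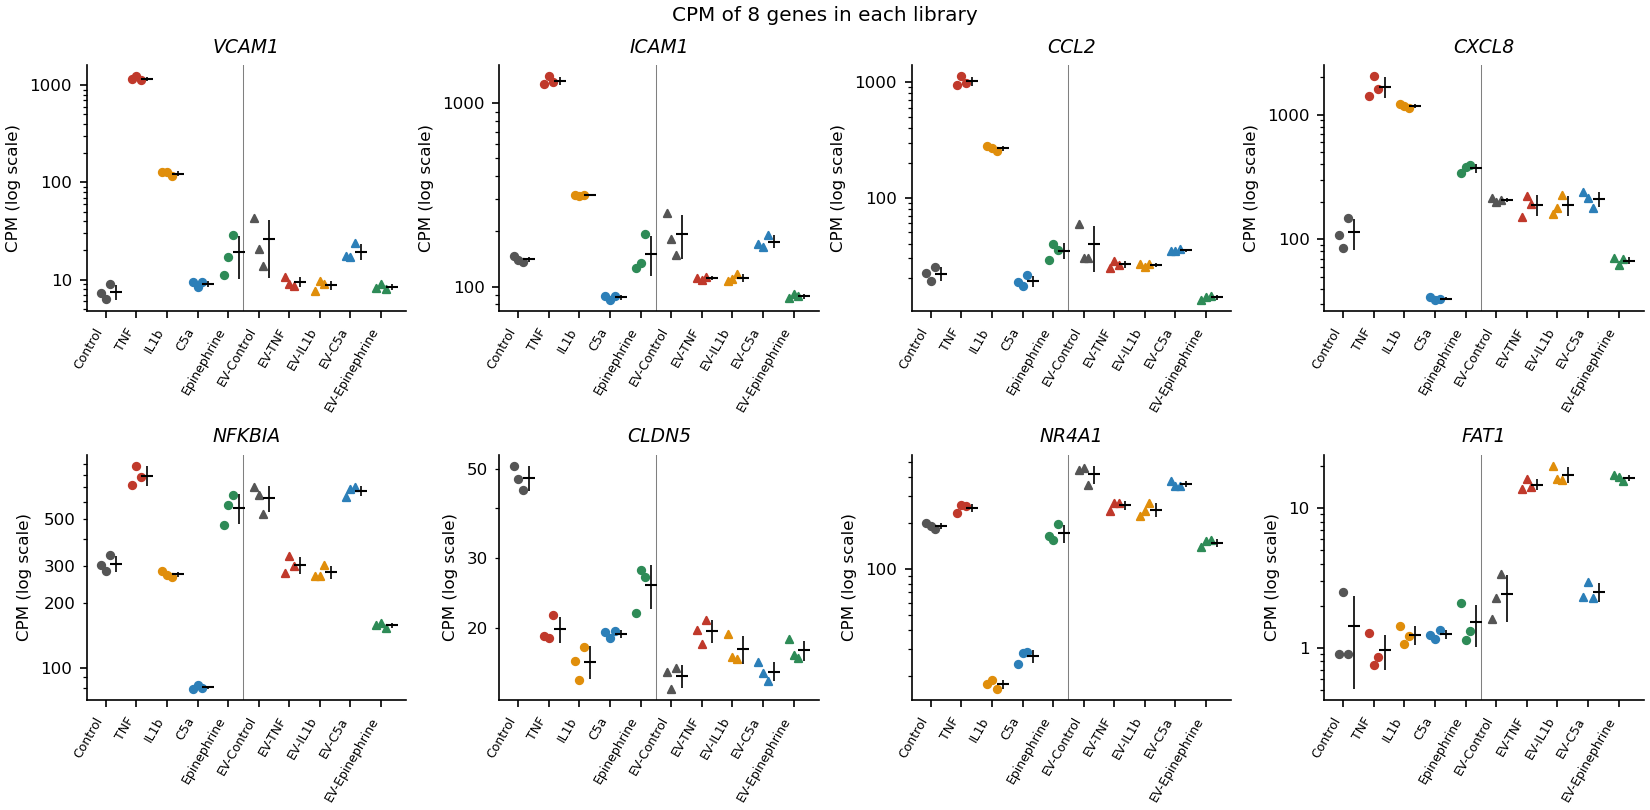
CPM of 8 genes in each library, on a log scale, with circles for the direct and triangles for the vesicle groups, and at the right of each group its mean (bar) and SD (line). VCAM1 stands at 1170 CPM in TNF and 123 CPM in IL1b cells, CLDN5 stands at 47.6 CPM in Control cells and lower in the other groups, and FAT1 stands at 14.7 to 17.4 CPM in EV-TNF, EV-IL1b and EV-Epinephrine cells.

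Lists of genes written before the data were examined were tested as sets in the 8 comparisons of a stimulus with its control, 48 tests in all. With camera and a preset correlation of 0.01, 21 of the 48 had an adjusted p under 0.05. All 21 also passed with the rotation test fry, which called 29 in all. Those called by fry alone were vesicle biogenesis with TNF, EV-TNF, EV-IL1b and EV-Epinephrine and barrier with TNF and Epinephrine. The cAMP response with TNF and proliferation with EV-Epinephrine were the rest. With the correlation between genes estimated from the data, the alternative that moved this count most, 7 remained. These were endothelial activation in TNF and IL1b cells, proliferation in TNF cells, the cAMP response in C5a and EV-Epinephrine cells, and the interferon response in EV-TNF and EV-IL1b cells. Values of p below are from camera with Benjamini-Hochberg adjustment over the 48 tests.

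The endothelial activation list (32 genes) had a median log2 fold change of 3.25 with TNF (adjusted p 1.53e-22), with 32 of 32 genes higher, and of 2.18 with IL1b (4.87e-19). All 32 genes passed the threshold one by one with TNF and 29 with IL1b, also when adjusted over the list alone. The median was 0.71 with Epinephrine (8.22e-11) and -0.55 with C5a (1.04e-11). In the vesicle groups the list was lower than in EV-Control, at -0.58 with EV-TNF (6.43e-09), -0.55 with EV-IL1b (1.75e-08) and -1.20 with EV-Epinephrine (8.13e-17). It did not pass the threshold with EV-C5a (-0.13, 0.38). Single genes passed the threshold in 16, 17, 24 and 0 cases with EV-TNF, EV-IL1b, EV-Epinephrine and EV-C5a. Of the 16, 17 and 24, 1 each was higher and the rest lower. Adjusted over the list alone 21, 20, 26 and 0 passed, with 1 gene at an unadjusted p under 0.05 for EV-C5a. In every comparison of this list past the threshold, all 3 stimulated libraries lay beyond all 3 control libraries in the mean of the list.

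The interferon response list (30 genes tested) rose with TNF (2.29, 3.70e-21) and IL1b (1.11, 5.99e-15) and with EV-TNF (0.72, 3.89e-38), EV-IL1b (0.66, 2.21e-34) and EV-Epinephrine (0.41, 1.65e-16). It was lower with Epinephrine (-0.37, 8.26e-08), and did not pass the threshold with C5a (0.11, 0.202) or EV-C5a (0.00, adjusted p 1). Of its 30 genes, 27 passed the threshold one by one with EV-TNF, 27 with EV-IL1b and 27 with EV-Epinephrine (adjusted over the list alone 28, 29 and 27). Genes passing one by one were all higher with EV-TNF and EV-IL1b, and 25 higher and 2 lower with EV-Epinephrine. The cAMP response list (18 genes tested) was lower with IL1b (-0.81, 6.22e-06), C5a (-1.29, 1.47e-13), EV-TNF (-0.39, 1.74e-05), EV-IL1b (-0.41, 3.53e-05) and EV-Epinephrine (-0.89, 1.01e-08). It did not pass with TNF (0.37, 0.109), Epinephrine (-0.22, 0.157) or EV-C5a (-0.21, 0.121). With EV-C5a 7 of its 18 genes had an unadjusted p under 0.05, and 1 passed the threshold, as lower. In these sets the 3 stimulated libraries lay beyond the 3 control libraries wherever the set passed. For the C5a response of the cAMP list, 13 of 18 genes passed the threshold one by one, 12 lower and 1 higher. When adjusted over the list alone 14 passed.

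The proliferation list (30 genes) was lower with TNF (-0.51, 8.22e-11) and IL1b (-0.22, 5.66e-05). With TNF 27 of its genes passed the threshold as lower and 1 as higher, and with IL1b 20 passed, all lower (28 and 23 adjusted over the list alone). It did not pass in the other 6 comparisons, with medians from -0.01 to 0.03. The barrier list (27 genes tested) was lower with C5a (-0.22, 0.00202) and did not pass elsewhere. Its median with TNF was 0.09, and -0.18 under total-count scaling. The vesicle biogenesis list (30 genes tested) did not pass with camera in any of the 8 comparisons, with medians from -0.04 to 0.10. With fry it passed with TNF (adjusted p 4.66e-05), EV-TNF (0.00859), EV-IL1b (0.00114) and EV-Epinephrine (0.00147). There the result depended on the test. Its median of 0.10 with TNF (adjusted p 0.0531) also turned to -0.18 under total-count scaling. Its median with IL1b went from 0 to -0.08 there. With EV-Epinephrine the medians of the barrier and proliferation lists went from -0.02 to 0.01 and from -0.01 to 0.02.

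**Figure D4:**
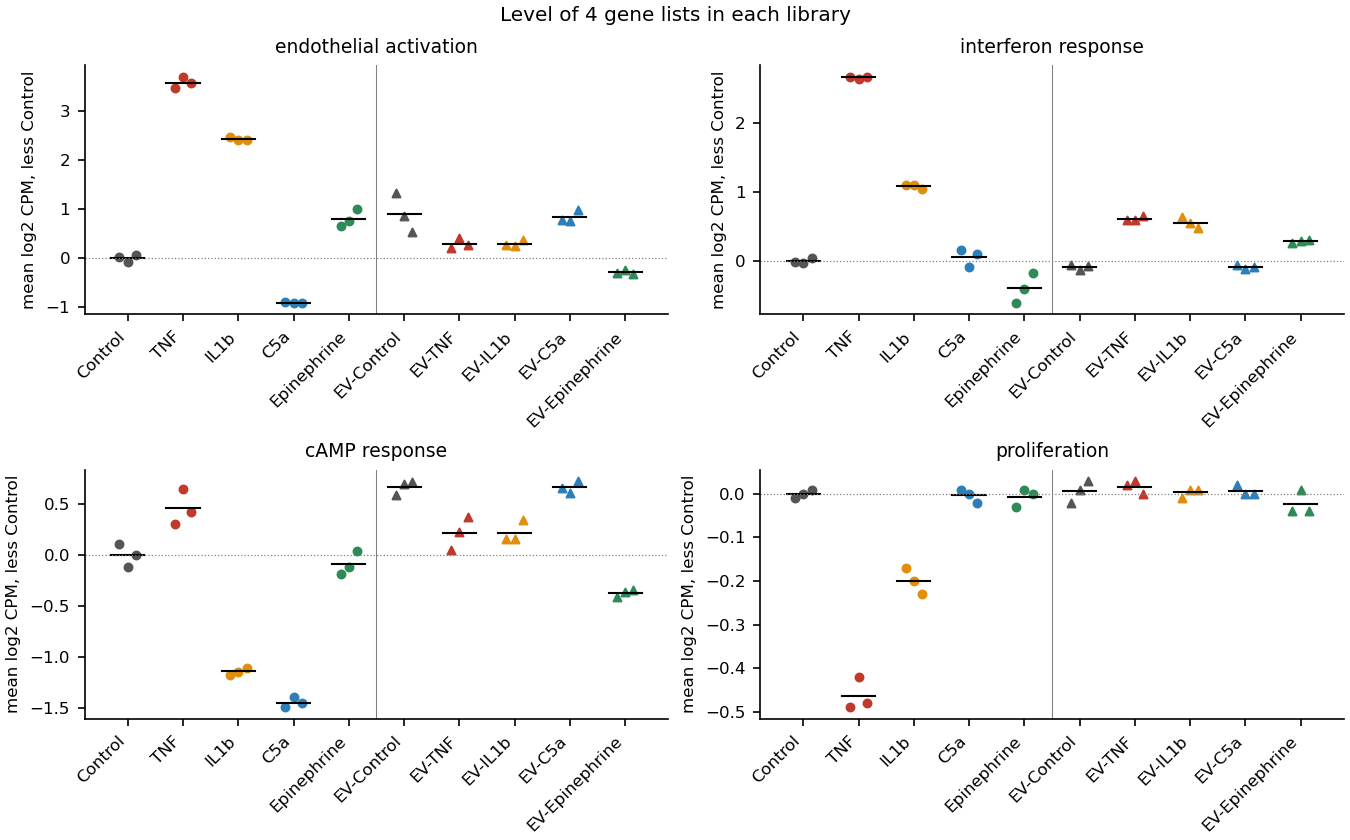
Mean log2 CPM of 4 gene lists in each library, as the difference from the mean of the Control libraries, with circles for the direct and triangles for the vesicle groups and a bar at each group mean. EV-Control libraries stand at 1.34, 0.85 and 0.53 in the endothelial activation list, above the EV-TNF (0.21 to 0.41), EV-IL1b (0.24 to 0.37) and EV-Epinephrine (-0.32 to -0.25) libraries.

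To compare the response to a stimulus with the response to the vesicles it gave rise to, log2 fold changes of the 15450 genes tested in both fits were correlated across genes, which are not independent replicates. Spearman's coefficient was -0.10 for TNF against EV-TNF (jackknife SE 0.05), 0.05 for IL1b (0.05), 0.05 for C5a (0.04) and -0.11 for Epinephrine (0.04). The largest move of any of these under an alternative was that of Epinephrine, to -0.25 among genes changed in the direct comparison. Within the direct groups, TNF and IL1b gave 0.64 (SE 0.03), where simulated unchanged groups set against the same controls gave a mean of 0.44 and at most 0.46. The same sign was seen for 74.1% of genes, against 66.4% in the simulations. EV-TNF and EV-IL1b gave 0.72 (SE 0.08), against a simulated mean of 0.45 and at most 0.47, with the same sign for 79.1% of genes against 66.8%. The same way and past the threshold in both were 4915 genes with TNF and IL1b, and 1552 with EV-TNF and EV-IL1b. Simulated groups with unrelated changes and shared controls gave at most 2620 and 487.

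**Figure D5:**
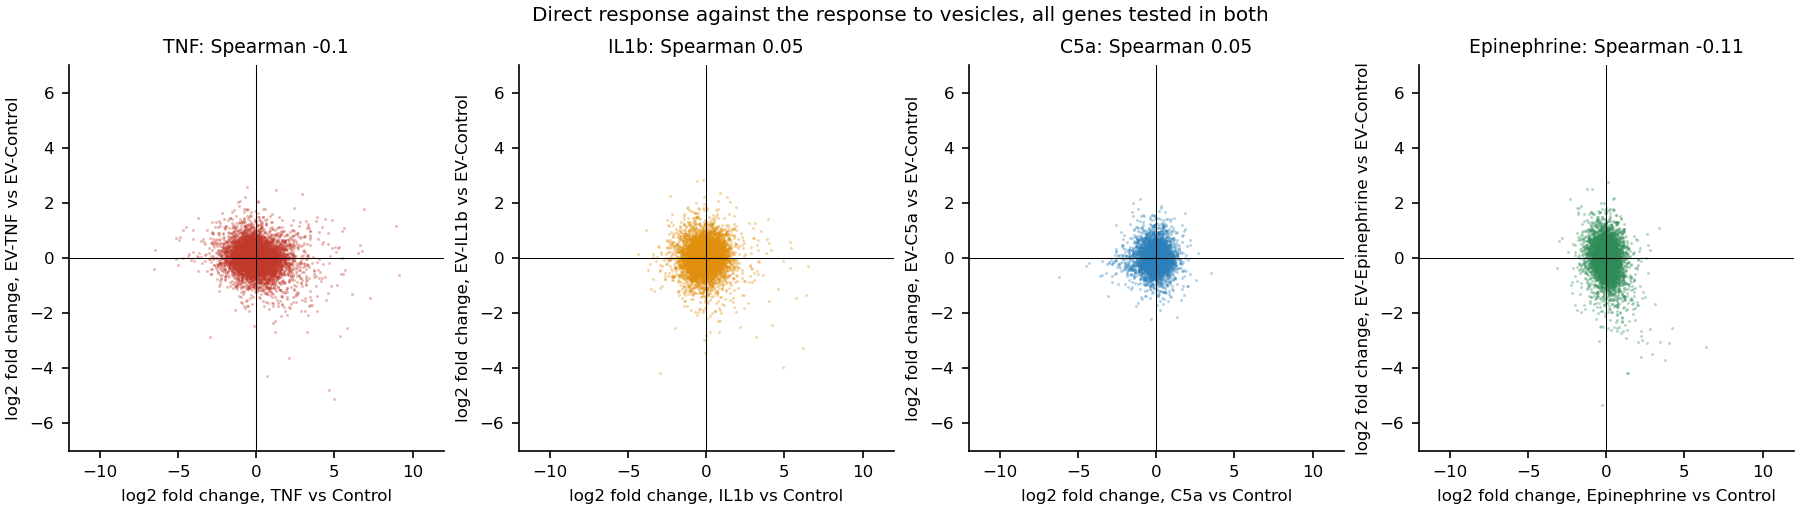
Log2 fold change of each gene in the direct comparison (horizontal axis) against that in the vesicle comparison (vertical axis) for the 4 stimuli, 1 point per gene tested in both fits. Spearman's coefficients across genes are -0.10, 0.05, 0.05 and -0.11.

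Whether the 2 responses to a stimulus differed was tested as an interaction in the fit of all 30 libraries. It was found in 7468 of 16691 genes for TNF (3561 higher in the vesicle than in the direct response, 3907 lower), 5879 for IL1b (2827 and 3052), 1989 for C5a (980 and 1009) and 4034 for Epinephrine (1950 and 2084). Total-count scaling moved the TNF split to 6891 and 2093 (76.7% higher, against 47.7%) and the IL1b split to 3770 and 2273 (62.4%, against 48.1%), with the median of all genes at 0.307 and 0.112. The Epinephrine split moved to 2337 and 1761 (57%, against 48.3%) and that of C5a to 947 and 1060 (47.2%, against 49.3%). Over 1 on the log2 scale lay 2260, 1188, 264 and 768 genes. Of the TNF interaction genes tested in both separate fits, 5248 had changed with TNF alone, 359 with EV-TNF alone, 915 in both with opposite signs and 355 in both with the same sign. For Epinephrine these were 1659, 982, 853 and 61.

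Genes with the largest interactions are given by their CPM in the Control, stimulated, EV-Control and vesicle groups, in this order. For TNF, ST3GAL5 stood at 23.2 ± 2.18, 1.39 ± 0.459, 17.3 ± 0.968 and 20 ± 3.16 and CD248 at 6.31 ± 1.18, 0.303 ± 0.153, 5.6 ± 0.495 and 6.24 ± 1.04. RAB17 stood at 12.6 ± 0.331, 1.14 ± 0.537, 5.73 ± 0.468 and 9.32 ± 2.34. Interaction terms were 4.28 (SE 0.21) for ST3GAL5, 4.46 (SE 0.36) for CD248 and 4.12 (SE 0.28) for RAB17. In the other direction, TNFAIP6, MRGPRX3 and OR2I1P had means of at most 0.233 CPM in Control, EV-Control and EV-TNF cells, so no fold is given. The call of OR2I1P was lost with DESeq2 (adjusted p 0.202). For IL1b, VIPR1 (3.27), ST3GAL5 (3.22) and FAT1 (3.04) had the largest positive terms. CSF2 (-9.47) stood at 0.484 ± 0.149, 36.5 ± 1.81, 7.84 ± 6.05 and 0.809 ± 0.533 and CSF3 (-7.2) at 3.71 ± 0.572, 200 ± 2.88, 7.4 ± 5.67 and 2.67 ± 0.421. TNFAIP6 stood at 0.106 ± 0.183, 46.3 ± 4.84, 0.138 ± 0.194 and 0.186 ± 0.0615, and without EV-Control 1 its adjusted p was 0.136. For C5a, NR4A2 (4.21) stood at 112 ± 7.02, 4.93 ± 0.596, 334 ± 36.2 and 272 ± 22.8, and SIK1 (2.97) and CCL20 (3.35) were also positive. THBS1-IT1 (-2.13), SFRP1 (-1.81) and ZNF780A (ENSG00000197782, chromosome 19, 40069152 to 40090938) (-1.4) were negative. For Epinephrine, ZNF792 (ENSG00000180884, chromosome 19, 34956354 to 34964049) (2.78), FAT1 (2.67) and NRROS (2.5) were positive. CSF2 (-6.44), CCL20 (-5.7) and C11orf96 (-6.42) were negative, and C11orf96 stood at 5.48 ± 0.357, 42 ± 8.39, 75.4 ± 18.8 and 6.76 ± 0.564. Adjusted p-values of all these genes ran from 1.52e-26 for ST3GAL5 with TNF to 0.00197 for CCL20 with C5a in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.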

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

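Of the tests below, those of scaling, GC content and an unlabelled batch were chosen only after the result was seen, and those of gene length, library depth, abundant genes and other splits before.

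The response to vesicles differed from the response to the stimulus itself, by a test of the interaction, in 7468 genes for TNF, 5879 for IL1b, 1989 for C5a and 4034 for Epinephrine. The 4 tests share the Control and EV-Control libraries, so they are not independent of each other. A shift common to all vesicle or all direct libraries cancels in each of them. For C5a, 1832 of the 1969 genes tested in both separate fits had passed the threshold with C5a alone and 2 with EV-C5a alone, with 131 in neither. For IL1b 4048 had passed with IL1b alone, 452 with EV-IL1b alone, 636 in both with opposite signs and 348 in both with the same sign.

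The tables argue against several technical causes as the whole cause. Under total-count scaling 8984, 6043, 2007 and 4098 genes passed for TNF, IL1b, C5a and Epinephrine. With the trend over GC content taken out there were 7342, 5671, 2049 and 3738, and with the trend over gene length taken out 7529, 5999, 2226 and 4258. With all libraries thinned to 16643961 counts there were 7288, 5814, 1922 and 3995. Without the 18 genes that were among the 10 highest of any library there were 7449, 5850, 1989 and 4024. The count under total counts is raised for TNF by a shift of all genes (median 0.307). Of the genes reported, 5694 (TNF), 5100 (IL1b), 1953 (C5a) and 3711 (Epinephrine) still passed under total counts, all in the same direction but for TNF, where 5654 kept it. After GC correction 6705, 4907, 1747 and 3066 still passed, all in the same direction. For gene length, depth and abundant genes only counts are at hand, which do not say that the same genes passed.

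Other splits of the libraries were fitted 100 times for each stimulus, the real one included, moving libraries between stimulated and control groups in both the direct and the vesicle libraries. As many genes as in the real split were found in 1 of 100 splits for TNF, 2 for IL1b, 10 for C5a and 1 for Epinephrine. Every split with as many kept the real direct groups, as 12 of the 100 did. Among splits that did not, the highest counts were 118, 196, 2 and 1397. So the C5a count was reached in 10 of 100 splits, the real one among them and the others with the real direct groups and other vesicle groups. The vesicle libraries therefore add little to it.

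A batch that follows the groups within the direct or the vesicle libraries was tested on the endothelial activation list, written before the data. In the mean of that list the lowest TNF library stood 3.47 and the lowest IL1b library 2.41 above Control. The 24 libraries given neither cytokine directly ran from -0.92 to 1.34. This argues against such a batch as the whole cause for TNF and IL1b, on the premise that a batch moves the list no further than those libraries show. What stays open is the same batch as part of the cause for these 2 stimuli, and as any share of it for C5a and Epinephrine. The labels name 1 batch for all libraries, so for those parts the batch and the group cannot be told apart. A difference between what vesicles and soluble stimuli do to the cells stays open too, and was not tested apart from it. The vesicle dose is not stated, so a weaker vesicle exposure is also untested.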

How the results depend on the processing

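Scaling by total counts and the GC correction were chosen after seeing the data, and all other alternatives before. Of 204 results for single genes, 158 kept their direction and their side of the threshold under every alternative run for them, and 46 changed, 28 of them on leaving out a library. Single genes were not run with no low-count filter, a mean of at least 50 counts or a required log2 fold change. The fit of all 30 libraries is an alternative only for comparisons within the direct or the vesicle groups, and a fit of only the groups compared was missing for 4 results for SELE. Among counts of genes, those of EV-C5a against EV-Control and EV-IL1b against EV-TNF moved by more than 1.5 times. The other 13 stayed within that range under every alternative but a required log2 fold change over 1.

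With that requirement, 2037 genes passed for TNF, 1118 for IL1b, 330 for C5a, 313 for Epinephrine, 208 for EV-TNF, 219 for EV-IL1b, 0 for EV-C5a (against 1202 at an unadjusted p under 0.05), 368 for EV-Epinephrine, 1124 for IL1b against TNF, 0 for EV-IL1b against EV-TNF (978 at an unadjusted p under 0.05) and 372 for EV-Control against Control. For the interactions there were 2260 (TNF), 1188 (IL1b), 264 (C5a) and 768 (Epinephrine). Fewer genes meet both conditions by construction.

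For EV-C5a, 73 genes passed with no low-count filter, 3 with a mean of at least 50 counts, 3 after GC correction, 5 under total counts, 3 in a fit of only the groups compared and 3 in the fit of all 30 libraries. The 6 fits that each left out one library gave from 2 (without EV-Control 2 or EV-C5a 2) to 175 (without EV-Control 3). For EV-IL1b against EV-TNF, 23 passed with no low-count filter, 3 with replicate number as a term, 2 after GC correction, 3 under total counts, 6 in a fit of only the groups compared and 0 in the fit of all 30 libraries, and from 0 (without EV-TNF 1) to 3 (without EV-IL1b 1) on leaving out one library. The cause was not tested.

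On leaving out one library the other counts ran from 7655 to 7950 (TNF), 6529 to 6804 (IL1b), 2762 to 3068 (C5a), 3029 to 4440 (Epinephrine), 1523 to 2220 (EV-TNF), 1643 to 2334 (EV-IL1b), 2427 to 3136 (EV-Epinephrine), 5852 to 5964 (IL1b against TNF) and 2743 to 3273 (EV-Control against Control). The interactions ran from 6937 to 7261, 5379 to 5688, 1622 to 1875 and 3541 to 4414 over 12 fits each. Fewer libraries give fewer calls by construction, where the count fell.

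Of 48 set tests, 21 passed with the preset correlation, 7 with a correlation estimated from the data, and 21 to 23 on leaving out one library. The 14 sets lost kept their direction. The cause was not tested.

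Correlations across genes moved as follows. Pearson's coefficient was 0.00 for IL1b against EV-IL1b, -0.20 for Epinephrine against EV-Epinephrine and 0.68 for TNF against IL1b. With a mean of at least 50 counts, C5a against EV-C5a gave 0.09, TNF against IL1b 0.66 and EV-TNF against EV-IL1b 0.80. Among changed genes only, they gave 0.15, 0.71 and 0.95, and Epinephrine against EV-Epinephrine -0.25. The cause was not tested.

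Among the 204 results for single genes, reversed signs occurred only in genes that did not pass the threshold. Their log2 fold changes were within 0.11 of 0 in the fit reported. Over all genes, total-count scaling also reversed genes that passed. With TNF 6501 genes passed under both scalings, and 6302 of them kept their direction. For IL1b against TNF these were 5213 and 5209. Over the 6 fits that each left out one library, values in Epinephrine cells ran from -0.16 to 0.03 for OCLN (0.03 without Control 2), from -0.08 to 0.08 for TJP1 (0.02 without Control 1, 0.08 without Epinephrine 2) and from -0.1 to 0.23 for ICAM1 (-0.1 without Epinephrine 3). With EV-TNF, TJP1 was 0.01 under total counts, 0 in a fit of only the groups compared and from -0.04 to 0.04 on leaving out one library (0.01 and 0.02 in the fits without EV-TNF 2 and EV-TNF 3), and CDH5 ran from -0.06 to 0.01. With EV-IL1b, TJP1 ran from -0.01 to 0.05 and CDH5 from -0.06 to 0. With EV-Epinephrine, OCLN ran from -0.13 to 0.02 (0.01 without EV-Control 3). CDH5 was 0 with relative log expression factors and with DESeq2, -0.02 after GC correction, and from -0.03 to 0.04 on leaving out one library (-0.01 without EV-Epinephrine 1). The cause was not tested.

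Fits of only the groups compared weakened 22 single genes and strengthened 2, and use fewer libraries by construction. Among calls lost were those for FOS, EGR1, NR4A3, CSF2, VCAM1 and ICAM1 with both EV-TNF and EV-IL1b, AREG, SOX17, FAM43A and TBC1D16 with EV-C5a, CSF2, VCAM1 and CCL2 with EV-Epinephrine, VCAM1 with Epinephrine and CSF2 in EV-Control against Control. Calls were gained for NFKBIA and TJP1 with IL1b. The fit of all 30 libraries lost EIF4A1, XIST, FAM43A and TBC1D16 with EV-C5a and HSPA5 in EV-IL1b against EV-TNF, and gained SELE with EV-TNF and CCL2 with EV-IL1b. Replicate number as a term weakened SOX17 and FAM43A with EV-C5a. Residuals of libraries that share a replicate number had a mean correlation of -0.001 within the direct, 0.002 within the vesicle and -0.004 across both sets of libraries, so replicate numbers showed no pairing.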

Other observations

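Of the tests below, those of Control libraries handled apart, of TNF, IL-1beta or RNA carried over with vesicles, of a batch setting EV-Control and EV-C5a apart and of mixing with a TNF library were chosen only after the result was seen, and 2 of them replaced earlier tests that had decided nothing.

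For comparisons of 3 with 3 libraries there are 10 splits, so none can give a share under 0.1. As many genes as in the real split were found in 1 of 10 splits for each comparison of a direct stimulus with Control, for IL1b against TNF, EV-IL1b against EV-TNF, EV-Control against Control, EV-TNF, EV-IL1b and EV-Epinephrine. EV-C5a was reached in 2 of 10, and the other split gave 45 genes. As many lists past the threshold, adjusted over the 6 lists, were found in 7 (TNF), 6 (IL1b), 5 (C5a), 6 (Epinephrine), 3 (EV-TNF), 3 (EV-IL1b), 10 (EV-C5a, where the real split gave 0) and 3 (EV-Epinephrine) of 10 splits. Each other split keeps 2 of the 3 libraries of a side together, so it still holds part of the real difference, and camera called lists in most of them. A Spearman coefficient as far from 0 as the real one was found in 5 (TNF), 4 (IL1b), 2 (C5a) and 4 (Epinephrine) of 10 splits for a stimulus against its vesicles. These coefficients are therefore not told from those of other splits.

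In all 4 direct comparisons 1185 genes passed the threshold the same way, 681 higher and 504 lower. Noise of the shared Control libraries is argued against, since simulated groups with unrelated changes and shared controls gave at most 136 such genes. After GC correction 826 of the 1185 were still called the same way in all 4, and under total counts 857, which argues against either as the whole cause. EV-Control cells, which received no stimulus, differed from Control in the same direction in 1115 of these genes, 752 of them past the threshold and 12 past it the other way. Their median position between Control (0) and the mean of the stimulated groups (1) was 0.51, and 0.56, 0.46 and 0.51 in single libraries. CLDN5, for example, stood at 47.6 CPM in Control and 15.1 CPM in EV-Control cells. Control libraries handled apart from all others may therefore account for part of the pattern, but vesicles of unstimulated cells may act too, and both positions share the Control libraries, so the 2 cannot be told apart for these 1185 genes.

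EV-TNF, EV-IL1b and EV-Epinephrine changed 1184 genes the same way, 487 higher and 697 lower, with median changes against EV-Control of 0.37, 0.37 and 0.39 in the called direction. Noise of the shared EV-Control libraries is argued against, since against EV-C5a the medians were still 0.29, 0.29 and 0.32, with 779, 804 and 925 of the genes called the same way. After GC correction 1159 were still called in all 3. TNF or IL-1beta carried over near the direct dose is argued against by the endothelial activation list. From Control it stood at 0.21 to 0.41 (EV-TNF) and 0.24 to 0.37 (EV-IL1b), against at least 3.47 (TNF) and 2.41 (IL1b). A lower dose stays open, since EV-Control, the reference for medians of -0.58 and -0.55, stood at 0.53 to 1.34. The interferon list rose too (0.72 and 0.66).

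Unselected RNA of stimulated donor cells carried over was tested on the 487 genes that rose. An earlier test, on 94 genes that rose over 8-fold in TNF cells, had decided nothing (19 higher and called, 22 lower and called in EV-TNF cells). A later one counted genes with lower means in stimulated than in EV-Control cells (37.6%, 39.2% and 53.2% for TNF, IL1b and Epinephrine), and was set aside because EV-Control cells also received vesicles. In the last one, all 3 stimulated libraries lay below all 6 Control and EV-Control libraries for 18.3%, 18.5% and 17.5% of the genes, where chance gives 1.19%. Such RNA could not raise these genes, so it is argued against as the whole cause. As part of the cause it stays open, since up to 50.1% of the genes (with TNF) stood higher in stimulated cells than in both controls. A batch that sets EV-Control and EV-C5a apart stays open as well. EV-C5a differed from EV-Control by a median of only 0.07 over the 1184 genes. In the mean over these genes, from EV-Control and in the called direction, EV-C5a libraries stood at 0.09 to 0.13 and EV-TNF libraries at 0.49 to 0.51. Of the direct groups, TNF (0.11 to 0.12) and Epinephrine (0.08 to 0.13) lay level with EV-C5a, and Control (0.28 to 0.30), IL1b (0.29 to 0.30) and C5a (0.41 to 0.42) between. Such a batch and an action of the vesicles cannot be told apart with the labels at hand.

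Genes induced by TNF differed between the 3 EV-Control libraries. Of 42 abundant ones, 32 were higher in EV-Control 1 than in EV-Control 3, and 19 fell in the order 1, 2, 3. VCAM1 stood at 43.5, 20.7 and 13.8 CPM and IRF1 at 192, 108 and 92.8 CPM, while CXCL10 stood at 0.6, 0.661 and 0.383 CPM. Mixing of EV-Control 1 with a TNF library is argued against: at the share that VCAM1 gives (2.6%), 7 of the 42 genes lay over 3 SD below the level needed, and 4 over 3 SD above it. A first criterion, the median excess of 0.97% of the TNF level against that share, had left it undecided and was replaced. No biological explanation was tested.

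The interferon list had a median of -0.37 in Epinephrine cells and of 0.41 with EV-Epinephrine, and the difference between them was not tested for the list. Genes that passed the threshold the same way in both numbered 604 for TNF and EV-TNF, 824 for IL1b and EV-IL1b and 424 for Epinephrine and EV-Epinephrine.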
